# A rapid genome-wide response to *Drosophila melanogaster *social interactions

**DOI:** 10.1186/1471-2164-8-288

**Published:** 2007-08-22

**Authors:** Ginger E Carney

## Abstract

**Background:**

The actions and reactions integral to mate recognition and reproduction are examples of multifaceted behaviors for which we are only beginning to comprehend the underlying genetic and molecular complexity. I hypothesized that social interactions, such as those involved in reproductive behaviors, would lead to immediate and assayable changes in gene expression. Such changes may have important effects on individual reproductive success and fitness through alterations in physiology or via short-term or long-term changes in nervous system function.

**Results:**

I used Affymetrix *Drosophila* Genome arrays to identify genes whose expression profiles would change rapidly due to the social interactions occurring during *Drosophila melanogaster *courtship. I identified 43 loci with significant expression profile changes during a 5-min exposure period. These results indicate that social interactions can lead to extremely rapid changes in mRNA abundance.

**Conclusion:**

The known functions of the up-regulated genes identified in this study include nervous system signaling and spermatogenesis, while the majority of down-regulated loci are implicated in immune signaling. Expression of two of the up-regulated genes, *Odorant-binding protein 99b (Obp99b) *and *female-specific independent of transformer (fit)*, is controlled by the *Drosophila* sex-determination gene hierarchy, which regulates male and female mating behaviors and somatic differentiation. Therefore, additional identified loci may represent other long-elusive targets of *Drosophila* sex-determination genes.

## Background

Social interactions are known to alter individual physiology, but the extent to which transcriptional or post-transcriptional mechanisms function in inducing these changes is unclear. Immediate responses are likely modulated by environmentally induced changes in synaptic signaling, which may result in alterations in gene expression with long-term consequences. Identifying the genetic basis for physiologic responses is of significant interest because it will clarify how regulated gene expression and the resulting intracellular signaling events modulate complex behaviors.

Genes that control complex traits such as behaviors are difficult to identify by standard mutant analysis for two major reasons: (1) behaviors may be influenced by a large number of genes which each have a small effect, and (2) the genes involved usually have pleiotropic functions dependent upon the cellular or developmental context. Despite these limitations, *Drosophila* geneticists have successfully used mutant analysis to identify loci integral to behaviors such as learning and memory, circadian rhythmicity, foraging and reproduction [Reviewed in [1]].

Newer technologies are also useful for gene discovery. Genomics approaches are widely used for identifying candidate behavior gene loci [2-9] that can be experimentally validated using other approaches. High throughput RNAi screens in cultured *Drosophila* cells have been used to identify genes involved in numerous cellular processes [Reviewed in [10]], and in vivo RNAi-based screens are now possible because of the recent creation of an RNAi *Drosophila* strain library [11]. These RNAi strains can be used to identify behavior genes by targeting specific cells, tissues and developmental periods.

Courtship behaviors in *Drosophila* are genetically programmed and require multi-modal inputs and outputs. Male flies use sight, smell, taste, and touch to identify appropriate mates [Reviewed in [12] and [13]] and learn to distinguish a conspecific female from a heterospecific female [14]. Females initially respond to male courtship advances by running away, but a female that receives and responds to appropriate signals from a courting male will allow herself to be mated, usually within 5–10 min.

Several major regulatory genes for *D. melanogaster *courtship and reproduction have been identified [Reviewed in [12,13,15-17]], but only a small number of potential downstream targets are known [18-25]. The genes controlling reproduction as well as other behaviors can function during different time periods. Some of them may be required for development and differentiation of a sex-specific neural circuit. Recent work has placed *fruitless (fru) *into this category of genes [26-29]. The male-specific Fru protein directs development of a nervous system with male-specific neuron numbers and projections [27].

Other gene products may direct the function of the circuit by ensuring that the animal is primed to execute a behavior in response to environmental cues. *fru *also functions in this manner since inactivating *fru *neurons in adult males inhibits courtship behavior [28]. Finally, a third class that I refer to as "effector" genes should respond to the initiation or performance of a behavior to generate short-term and long-term changes in nervous system function and animal physiology. Genes in this group are expected to change expression as a consequence of behavioral responses. I hypothesized that loci in these three categories would be identifiable via whole genome assays of animals that recently performed a behavior of interest.

A recent microarray study in *Drosophila* suggested that there are differences in gene expression patterns between unexposed and courted (but unmated) females two hours after male exposure, indicating that the females respond at the genetic level to courtship [30]. Females also respond genetically to mating and the transferred male ejaculate [30,31]. Because courtship and mating occur quickly in *Drosophila melanogaster*, I reasoned that measurable changes in gene expression likely occur on a rapid timescale in flies as a consequence of pre-mating interactions. I tested this hypothesis by allowing virgin male flies to court, but not mate, virgin female flies during a 5-min interval and collecting whole-body RNA from the males to assay mRNA levels using Affymetrix *Drosophila* Genome Arrays. The results indicate that a small number of loci rapidly respond to these pre-mating interactions.

## Results

### Courtship interactions cause rapid changes in mRNA abundance

I exposed *Drosophila melanogaster *males to conspecific female courtship objects and tested male flies for rapid gene expression changes resulting from this social interaction. 

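The data are 6 Affymetrix Drosophila version 1 arrays, each hybridized with RNA from 1 pool of about 12 Canton-S males that were 4 days old. Canton-S is a wild-type laboratory strain. Males of 3 pools had courted a virgin female for 5 min, and males of the other 3 pools were handled alike with no female. Exposed males were kept only if they courted robustly and did not mate, and no such choice is described for unexposed males. Exposure and this choice of males therefore cannot be told apart. Exposed and unexposed pools were collected in parallel, so arrays with the same replicate number (1 to 3) were treated as pairs. For replicates 2 and 3 the signals did not bear out this pairing. The deposited values are 1 signal per probe set and array on a linear intensity scale, as summarized by the authors' software. The submitters' processing notes name GCOS 1.2, which is one of the study's 3 expression summaries. That the table holds this summary is not stated in the sources used here. The median signal of an array lay between 107 and 133, the highest signal between 9188 and 11694, and between 49 and 364 values per array were listed at 0. Signals under 1 were set to 1 and log2 transformed, and exposed and unexposed arrays were compared by limma with the replicate number as a block. The test covered the 8251 of 13966 probe sets that had a signal of at least 100 on at least 3 arrays, which is the study's own filter. Of these, 7349 are paired with 1 gene, 218 with several genes and 684 with none in the annotation used here, and genes were named from the first kind alone. By this rule 24 of the 43 genes of Tables 1 and 2 have a probe set of their own, and 19 (among them the cecropins and attacins of Table 2) are not analysed here. The spread of pair 1 limits the precision, beside the number of arrays. In simulated arrays with the spread measured in each pair, limma recovered 93% of 100 probe sets changed 4-fold and 18% of 100 changed 2-fold at an unadjusted p under 0.001. With the spread of all pairs as in the quieter 2, it recovered 100% and 98%. Every simulated probe set of a pair had the same spread, which real probe sets need not have, so these shares may be too high.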

Single, four-day-old virgin male flies were allowed to court a virgin female for 5-min (See Methods). Only males that courted the female but did not mate during this time period were collected for RNA processing and microarray hybridization. The *Drosophila* Genome Arrays (Affymetrix version 1) used in these experiments contain probe sets for over 13,500 predicted transcripts based upon annotation of the *Drosophila* genome.

I used three data extraction methods (See Methods) to derive expression values that could be compared for statistically significant differences (I compared chips hybridized to labeled RNA from unexposed males to chips hybridized with labeled RNA from courting males). Only those genes statistically significant (p < 0.001) for at least two of the three data extraction methods are shown. The final data set comprises 43 genes with altered expression levels due to courtship interactions (Tables 1 and 2). Ten genes are up regulated, and 33 genes are down regulated based upon the described criteria. 

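Ir7c, an ionotropic receptor gene, was lower in the exposed pool of 3 of 3 pairs, with a log2 fold change of -0.95 (standard error 0.13, adjusted p = 0.905 from limma). Its signals were 1270 on exposed 1 and 2693 on unexposed 1, against 172 to 329 on the other arrays. What its probe set measures on the replicate 1 arrays stays open. The uncharacterized gene CG16772 of Table 2 was lower in 3 of 3 pairs as well, at -0.86 (standard error 0.13, adjusted p = 0.905 from limma). Of the 8251 probe sets tested, none was higher and 2 were lower at an unadjusted p under 0.001 from limma, that of Ir7c and one annotated to several genes. Ir7c did not pass with no replicate block or without any 1 of the replicates, where its log2 fold change was -0.95 and between -0.99 and -0.89. None passed at a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05 from limma, 31 probe sets were higher and 175 lower. This split became 147 higher and 121 lower after quantile normalization and 127 higher and 102 lower after median centring. The 206 probe sets in all are a smaller share of the 8251 than 0.05, the share that evenly spread p-values would give. In the simulation with the spread measured in each pair, limma called 0 unchanged probe sets at an unadjusted p under 0.001. With the spread of all pairs as in the quieter 2 it called 6. The pairs differ in spread, so 0.05 need not be the share that chance gives here. Other groupings with 1 array of each pair on each side gave 624, 122 and 174, against 206 in the real one. Each of these reverses 1 pair and keeps exposed against unexposed in the others. They thus hold part of the treatment difference and do not show what chance alone gives. With no replicate block 1 was lower at an unadjusted p under 0.001. Without replicate 1, 1 was higher and 13 were lower, and without replicate 3 none passed. The paper concludes that brief social contact can bring about rapid genetic responses. It rests this on genes that passed in at least 2 of its expression summaries and on real-time PCR. In its PCR of array and independent samples together, fit, Obp99b, lectin-33A and CG4757 differed between treatments (t-test, p under 0.05).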

The majority of genes in the data set have p-values that are well below this cutoff (Tables 1 and 2).

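Drs, which encodes the antifungal peptide drosomycin, and PGRP-SC2, a peptidoglycan recognition protein gene, were among the probe sets called lower by Cyber-T, the test named in the methods. It weighs the spread of each probe set with that of probe sets of similar brightness. On log2 signals, 21 probe sets were lower and none was higher at an unadjusted p under 0.001, and 1 of them, annotated to several genes, passed at an adjusted p under 0.05. Of the 21, 9 are paired with 1 gene. From Table 2 these are Drs, PGRP-SC2, Fst (Frost, a gene induced by cold), BomS5 (CG15065) and CG16772. The other 4 are Ir7c, the antimicrobial peptide genes Def (defensin) and AttD (attacin D), and CG4269, which was chosen after its values were seen. On untransformed signals 22 probe sets were lower and none was higher, and 7 passed the adjustment. Mtk, the diptericin gene DptB and CG4757 were called lower there and not on log2 signals, and AttD, Def, Fst, Ir7c and CG4269 were not called there.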

**Table 1:** Genes up regulated in courting males

**Gene identifier**	**Gene name**	**Avg. fold change**	**GCOS p-value**	**PM+MM p-value**	**PM only p-value**
CG6128		2.58	3.48E-04	1.27E-04	1.93E-05
CG13155		2.26		1.46E-04	6.27E-05
CG7738		2	7.57E-04	1.09E-06	3.22E-06
CG1732		1.89	7.29E-04	3.57E-05	1.82E-04
CG33060		1.85	1.41E-04	1.35E-05	4.65E-05
CG30042		1.8	9.40E-04	1.63E-05	5.21E-04
CG2958	*lectin-24Db*	1.71		5.29E-04	6.01E-04
CG17820	*fit*	1.6	5.70E-04	7.20E-05	1.10E-04
CG7592	*Obp99b*	1.52	2.44E-04		7.17E-04
CG7106	*lectin-28C*	1.48	6.77E-04	3.46E-04	2.11E-04

Ten genes are significantly (p < 0.001) up regulated in males exposed to a conspecific female courtship object. 

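Obp99b (CG7592), an odorant-binding protein gene, had a log2 fold change of 0.57 (standard error 0.12, adjusted p = 0.905 from limma) and was higher in the exposed pool of 3 of 3 pairs. Of these genes, 7 have a probe set of their own here, of which 5 passed the signal filter. None of the 5 passed at an unadjusted p under 0.001 by limma or by Cyber-T, and 1 had an unadjusted p under 0.05 from limma. The uncharacterized CG13155 had the largest mean, 0.80 (standard error 0.41), with log2 ratios of -0.37, 1.52 and 1.25 in pairs 1 to 3. Its signals in pair 1, 68.7 and 88.9, lay near the medians of the bacterial, yeast and mouse (foreign) control probe sets on these arrays, 80.1 and 81. Cpr49Ab (CG30042), a cuticle protein gene, had ratios of -0.13, 0.95 and 0.90, CG34227 (CG7738 in Table 1) had -1.23, 1.29 and 0.89, and fit (CG17820) had -0.61, 0.71 and 0.48. Gat (CG1732), a GABA transporter gene, and lectin-24Db (CG2958) were below the signal filter, with ratios of -1.44, 1.10 and 1.36 and of -0.63, 0.81 and 1.04. In pair 1 the signals of both lay below those control medians, at 25.5 and 69.2 for Gat and 12.2 and 18.8 for lectin-24Db, so their ratios there are between values at background. All 5 tested genes were thus higher in pairs 2 and 3, and 1 of the 5 was higher in pair 1. The arrays of replicate 1 also stood apart from the other 4 in their RNA controls. As a list chosen by the study on these samples, and so not independent evidence, the 5 genes shifted upward by camera with a preset correlation of 0.01 (adjusted p = 3.42e-05 over 24 lists, adjusted p = 0.647 with an estimated correlation, adjusted p = 0.0599 without replicate 2).

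**Figure D1:**
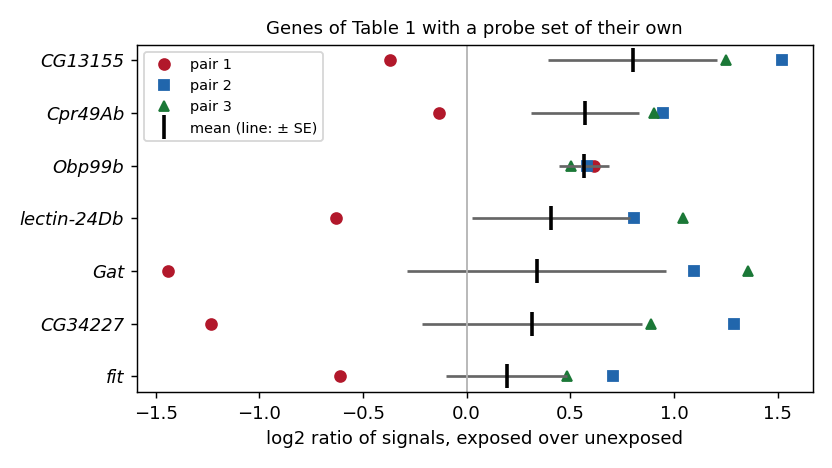
Log2 ratio of the deposited signals, exposed over unexposed, for the genes of Table 1 with a probe set of their own. Each symbol is 1 pair of same-numbered arrays, the tick is the mean of 3 pairs and the line its standard error; Obp99b is the gene whose 3 pairs all lie above 0.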

The average fold change from microarray analysis is shown. The p-values are from statistical analyses performed on expression values obtained by three different methods (See Methods).

**Table 2:** Genes down regulated in courting males

**Gene identifier**	**Gene name**	**Avg. fold change**	**GCOS p-value**	**PM+MM p-value**	**PM only p-value**
CG6639		-21.2	1.12E-10	3.17E-10	1.24E-11
CG4740	*AttC*	-11.79	3.00E-07	2.82E-05	4.02E-04
CG18372	*AttB*	-9.62		3.19E-04	4.94E-04
CG10146	*AttA*	-8.51	7.23E-04	3.80E-04	6.72E-04
CG4757		-7.69	1.26E-07	1.17E-06	1.65E-06
CG15066	*IM23*	-5.17	1.11E-08	1.13E-10	1.61E-10
CG8175	*Mtk*	-4.37	4.01E-06	1.88E-05	4.26E-05
CG1367	*CecA2*	-4.31	8.34E-04	1.06E-05	9.88E-04
CG13422		-4	3.16E-08	2.34E-07	3.71E-07
CG10810	*Drs*	-3.99	8.60E-07	7.77E-09	6.18E-09
CG10816	*Dro*	-3.3	2.73E-05	1.50E-08	3.13E-05
CG18563		-3.28	8.55E-06	1.57E-04	8.55E-06
CG1365	*CecA1*	-3.12	8.19E-04	4.65E-04	
CG6687		-2.84	2.39E-04	4.02E-05	6.84E-05
CG18108	*IM1*	-2.46	8.67E-08	3.41E-07	1.58E-07
CG9989		-2.18		1.00E-04	7.14E-04
CG5550		-1.93	1.12E-04	1.26E-04	2.18E-05
CG2217		-1.92		1.87E-05	2.42E-05
CG15065		-1.9	4.43E-05	9.75E-08	7.54E-08
CG14745	*PGRP-SC2*	-1.89		4.30E-06	6.96E-05
CG9434	*Fst*	-1.76		3.46E-04	1.29E-04
CG2042		-1.67		1.40E-04	8.27E-05
CG16772		-1.66	5.99E-04	3.71E-05	2.53E-05
CG13947		-1.57	2.79E-04	9.57E-05	7.27E-05
CG18279	*IM10*	-1.55	1.00E-03	2.06E-05	3.48E-05
CG13482		-1.48		3.75E-04	2.94E-04
CG18106	*IM2*	-1.42	5.99E-04		9.62E-04
CG11992	*Rel*	-1.42		3.12E-04	4.54E-04
CG16844	*IM3*	-1.4		3.07E-06	7.87E-07
CG15231	*IM4*	-1.28		9.52E-05	4.92E-06
CG18067		-1.27		1.89E-05	9.24E-06
CG10332/IM18		-1.05		3.66E-04	3.51E-04
CG10947		-1.05		2.74E-06	4.20E-05

Thirty-three genes are significantly (p < 0.001) down regulated in males exposed to a conspecific female courtship object. 

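Of these genes, 17 have a probe set of their own here and 16 passed the signal filter. The mean log2 ratio was below 0 for 15 of the 16, and 10 were lower in the exposed pool of all 3 pairs. The study chose these genes on the same samples, so these counts are not independent evidence. None passed at an unadjusted p under 0.001 from limma, against 5 by Cyber-T on log2 signals. Of the 16, 9 had an unadjusted p under 0.05, and 4 had an adjusted p under 0.05 when adjusted over the list alone, which is likewise not independent evidence. The lowest mean ratios were those of CG4757, a carboxylesterase gene, at -1.54 (standard error 0.52), Mtk (metchnikowin, an antimicrobial peptide) at -1.49 (standard error 0.51) and Drs at -1.27 (standard error 0.35), each with an adjusted p of 0.905 from limma. CG4757 had log2 ratios of -0.12, -1.72 and -2.77 in pairs 1 to 3, and Mtk had -0.22, -1.42 and -2.82. Without replicate 3 their means were -0.92 and -0.82. PGRP-SC2 (-0.80, standard error 0.20), Fst (-0.90, standard error 0.21) and the NF-kappaB factor Rel (-0.56, standard error 0.13) were lower in all 3 pairs. CG5550 was the exception in direction, at 0.44 (standard error 0.82), from a signal of 46.1 against 6.21 in pair 1, both below the foreign control medians of these arrays (80.1 and 81). Without replicate 1 it was -0.78. The list as a whole shifted downward by camera with the preset correlation (adjusted p = 2.61e-07, adjusted p = 0.647 with an estimated correlation).

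**Figure D2:**
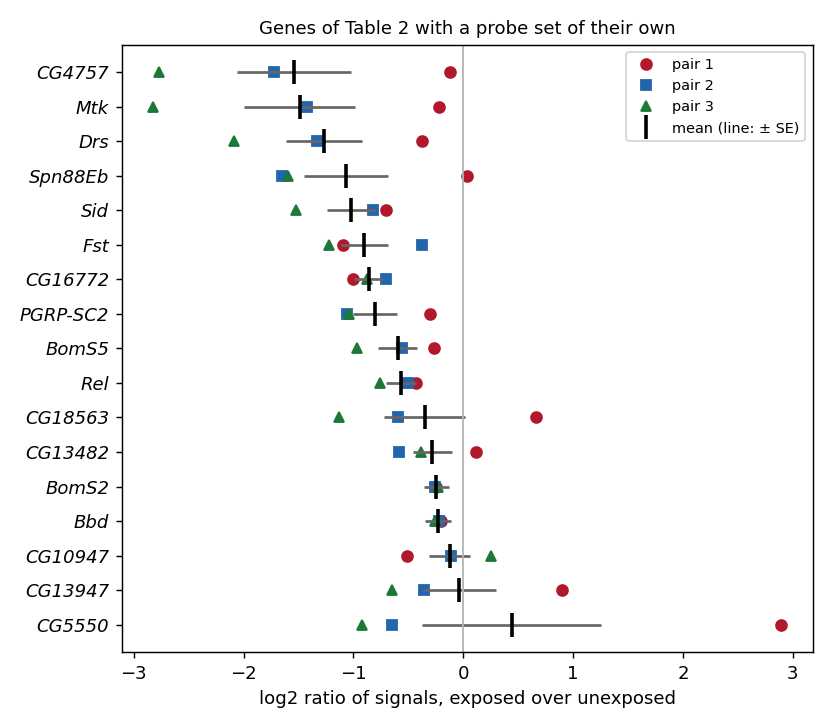
Log2 ratio of the deposited signals, exposed over unexposed, for the genes of Table 2 with a probe set of their own (Sid, CG9989, is below the filter). Symbols are the 3 pairs, the tick is their mean and the line its standard error; CG4757 spans from -0.12 to -2.77.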

See the legend from Table 1 and Methods for a description of how the p-values were obtained. *CG10332 *and *IM18 *are overlapping transcription units that cannot be distinguished with the probe set on the Drosophila version 1 Genechip.

### Validation of array results

I chose a group of 4 up-regulated candidates and 9 down-regulated candidates for further validation by Real-time PCR analysis (Table 3) and prepared cDNA from the RNA used for microarray hybridizations as well as from independently obtained samples. Relative expression levels from Real-time PCR were calculated separately for microarray samples and the independent samples. In each instance, genes with altered expression levels according to the microarray analysis also showed the same directional change when the array samples were re-tested by Real-time PCR (Table 3).

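Of the 14 genes of Table 3, 8 have a probe set of their own here. The deposited signals gave a mean exposed-over-unexposed fold of 2.71 for lectin-33A, 1.48 for Obp99b, 1.26 for Gat (CG1732) and 1.14 for fit. Ratios below 1, written as negative folds as in Table 3, were -2.90 for CG4757, -2.81 for Mtk, -2.10 for Spn88Eb (CG6687, a serpin gene) and -1.87 for Fst. The paper's PCR values of the array samples have the same sign for 8 of these 8 genes, and rest on 2 of the 3 sets of samples. Across the 8 genes, which are not independent replicates, the array folds and those PCR values had a Pearson r of 0.973 (exact permutation test over genes, two-sided p = 0.00332, adjusted p = 0.0199 over 6 correlations). The paper chose these genes by their change on the same arrays, and signed folds leave a gap between the directions. Matching signs alone would thus give a high r. Gat and lectin-33A are below the signal filter. Of fit, the exposed pool was lower in pair 1, and the signals of Gat and lectin-33A in pair 1 were below the medians of foreign control probe sets. Without replicate 3 the fold of lectin-33A was 1.80, that of CG4757 -1.89, that of Mtk -1.77 and that of Gat -1.13. Without replicate 2 the folds of Gat and fit were -1.03 and -1.05, so the sign of these genes on the arrays depends on the replicates.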

**Table 3:** Real-time PCR validation of microarray results

**Gene identifier**	**Gene name**	**Array fold change**	**Array RT-PCR**	**Independent RT-PCR**
CG1732		1.89	2.94	2.86
CG17820	*fit*	1.6	2.48	1.25
CG7592	*Obp99b*	1.52	1.51	1.35
CG7106	*lectin-28C*	1.48	1.2	1.92
CG16834	*lectin-33a*	1.87	5.37	4.91
				
CG4740	*AttC*	-11.79	-19.26	-3.01
CG4757		-7.69	-3.73	1.07
CG15066	*IM23*	-5.17	-6.46	-1.07
CG8175	*Mtk*	-4.37	-2.41	1.01
CG1367	*CecA2*	-4.31	-3.75	-1.04
CG13422		-4	-5.25	2.11
CG10816	*Dro*	-3.3	-40.05	-1.33
CG6687		-2.84	-2.82	1.07
CG9434	*Fst*	-1.76	-2.79	1.6

Five genes up regulated in courting males were verified by Real-time PCR on the samples used for array hybridization (Array RT-PCR) as well as by analysis of independently obtained samples (Independent RT-PCR). Nine down-regulated genes were validated using array samples, while 4 of 9 were validated on independent samples.

Real-time PCR amplification from independent samples verified the increased expression of all four tested genes (*CG1732*, *fit*, *Obp99b*, *lectin-28C*) that were up regulated in exposed males according to the microarray analysis. The expression differences for *fit *and *Obp99b *are statistically significant between the two treatments (Table 4).

**Table 4:** Relative expression levels of up-regulated candidate genes

**Gene identifier**	**Gene name**	**Unexposed males (± SEM)**	**Courtship-exposed males (± SEM)**
CG1732		0.12 ± 0.02	0.32 ± 0.1
CG17820*	fit*	3.15 ± 0.53	5.21 ± 0.6
CG7592*	Obp99b*	5.00 ± 0.75	7.00 ± 1.52
CG7106	*lectin-28C*	0.67 ± 0.08	0.90 ± 0.12
CG16834*	lectin-33a*	0.24 ± 0.1	1.25 ± 0.27

* indicates up-regulated genes with significantly different levels (p < 0.05) of expression when courtship-exposed and unexposed male samples are compared.

In contrast, not all of the down-regulated genes tested by Real-time PCR on independent samples showed the directional change predicted from the microarrays. However, a regression of mean expression fold-changes based on the microarray analysis versus mean fold-changes based on Real-time PCR of independently collected samples indicated a highly significant positive correlation between results obtained by the two methods (r = 0.74, N = 14, p = 0.003). 

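For the 4 genes that were lower on the arrays and have a probe set of their own (CG4757, Mtk, Spn88Eb and Fst), the paper's PCR fold of independent samples is positive for 4 of 4, as it is for the 4 genes that were higher (lectin-33A, Obp99b, Gat and fit). Of all 9 lower genes of Table 3 the paper's value is positive for 5 and negative for 4, and none of those 4 has a probe set of its own here. Across these 8 genes, the array folds computed from the deposited signals and the paper's PCR folds of independent samples had a Pearson r of 0.70 (exact permutation test over genes, two-sided p = 0.0239, adjusted p = 0.0359). Spearman's rho was 0.838 (exact permutation test, two-sided p = 0.0131, adjusted p = 0.0359), and Pearson's r of the log2 folds was 0.793 (exact permutation test, two-sided p = 0.0183, adjusted p = 0.0359). Genes of one response are not independent replicates.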

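Within the 4 genes that were higher on the arrays (Gat, fit, Obp99b and lectin-33A), the array folds and the paper's PCR folds of independent samples had a Pearson r of 0.877 (exact permutation test, two-sided p = 0.25, adjusted p = 0.3). Within CG4757, Mtk, Spn88Eb and Fst, r was 0.742 (exact permutation test, two-sided p = 0.333, adjusted p = 0.333). The smallest two-sided p that 4 genes allow is 0.083, so neither group could reach a p of 0.05.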

The p-values are non-significant when the down-regulated and up-regulated genes are considered separately. I attribute this result to the small sample size for each category, particularly since the genes with increased expression show the same trend in all analyzed samples. Thus, even though there is some error associated with the assays (see Discussion), the Real-time PCR results strongly support the microarray results.

### Up-regulated genes

Genes with increased levels of expression due to reproductive interactions comprise a group with diverse functions as predicted by Gene Ontology (GO) annotations (Table 5). The two lectin genes, *lectin-24Db *and *lectin-28C*, are likely to function in spermatogenesis. 

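The gene lectin-33A (CG16834) was below the signal filter, with signals of 75.2, 88.2 and 194 in exposed pools 1 to 3 and 59.6, 34.4 and 31.5 in unexposed pools 1 to 3. Its log2 fold change was 1.44 (standard error 0.47, adjusted p = 0.92 from limma with no filter), and it was higher in the exposed pool of 3 of 3 pairs. In pair 1 both signals lay below the medians of the foreign control probe sets of these arrays, 80.1 on exposed 1 and 81 on unexposed 1. The log2 fold change was 0.97 with 32 added to every signal, 1.04 with signals under 50 set to 50 and 0.85 without replicate 3. Of 6 other C-type lectin genes that passed the filter, none passed limma's test. Of them lectin-46Cb had the largest value, -0.74 (standard error 0.33), and lectin-21Ca had 0.19 (standard error 0.12), with signals in pair 1 (72.9 and 60.4) below the same control medians. The list of C-type lectins, carbohydrate-binding proteins, did not shift by camera (adjusted p = 0.572).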

A third lectin gene, *lectin-33a*, was identified as significantly up regulated (1.87-fold) only in the dChip PM-MM analysis, so it did not make the cut off. However, Real-time PCR confirms that *lectin-33a *is up regulated approximately 5-fold on average in the array and independent samples (Tables 3 and 4).

**Table 5:** Predicted functions of up-regulated genes

**Gene identifier**	**Gene name**	**GO molecular function**	**GO biological process**	**Immune response**
CG6128		alpha-L-fucosidase	O-glycoside catabolism; fucose metabolism	n
CG13155		unknown	unknown	n
CG7738		unknown	unknown	y
CG1732		GABA:sodium symporter activity	ion transport	n
CG33060		Unknown function	unknown	n
CG30042		unknown	unknown	n
CG2958	*lectin-24Db*	galactose, fucose, mannose binding	spermatogenesis	n
CG17820	*fit*	unknown	unknown	n
CG7592	*Obp99b*	odorant binding	autophagic cell death/olfactory behavior	n
CG7106	*lectin-28C*	galactose binding	spermatogenesis	n

Most intriguingly, two previously identified targets of the sex-determination hierarchy, *Obp99b *and *fit *[22], are up regulated in exposed males. 

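Obp99b had signals of 352, 933 and 1668 in exposed pools 1 to 3 against 230, 624 and 1175 in their unexposed partners. The fit signals were 383, 1448 and 1836 against 585, 886 and 1312, so this gene was higher in 2 of 3 pairs, and without replicate 2 its mean log2 ratio was -0.06. Among 11 genes of a list of sex-determination targets and takeout relatives, which holds both Obp99b and fit, none passed limma's test over all probe sets or adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. The list lay above other genes, with a median log2 ratio of 0.19, against -0.09 over all probe sets (camera with preset correlation, adjusted p = 4.86e-05, adjusted p = 0.647 with an estimated correlation), and without replicate 2 the median was 0.10 and the adjusted p 0.0827. After Obp99b its largest values were those of the yolk protein gene Yp1 (0.29, standard error 0.13), sxe2 (0.24, standard error 0.20) and the P450 gene Cyp4d21 (0.21, standard error 0.17). Of 19 odorant-binding protein genes, 2 had an unadjusted p under 0.05 and a positive ratio, Obp99b and Obp57c (0.39, standard error 0.15), and none passed when adjusted over the list alone. Obp58b had the ratio farthest from 0, -2.65 with a standard error of 1.85, from a signal listed at 0 on exposed 1 against 305 on unexposed 1. That list had a median of 0.03 and a mean of -0.09 but ranked upward by camera (adjusted p = 0.0326, adjusted p = 0.647 with an estimated correlation, adjusted p = 0.878 without replicate 2). The camera call was also lost with no replicate block (adjusted p = 0.118), quantile normalization (0.1) and median centring (0.0611). With the replicate 1 arrays as a batch, a fit chosen after seeing the data, the camera adjusted p was 0.0715.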

*Obp99b *(also known as *tsx*) encodes an odorant binding protein that is enriched in adult male heads [5,22] and is regulated by the sex-determination hierarchy genes, *Sex-lethal (Sxl), transformer (tra)*, *transformer-2 (tra-2) *and *doublesex (dsx) *[22]. Although the specific functions of odorant binding proteins (Obps) are controversial, one possibility is that Obps are secreted into the olfactory sensillum and bind to and transport odorants to odorant receptors for downstream signal transduction [Reviewed in [32]]. Therefore, Obps may function in modulating olfactory responses to courtship.

### Down-regulated genes

Using the Gene Ontology database information available through Flybase, I determined the likely function of the genes with decreased expression in exposed males relative to unexposed controls (Table 6). Twenty-seven out of 33 genes with reduced abundance are loci previously implicated in innate immunity [33-37]. 

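Of 7 antimicrobial peptide genes, 5 were lower in the exposed pool of all 3 pairs: DptB (-1.62, standard error 0.59), AttD (-1.50, standard error 0.37), Mtk, Def (-1.31, standard error 0.30) and Drs. Of these, Mtk and Drs are in Table 2. None passed limma's test over all probe sets, and 3 had an adjusted p under 0.05 when adjusted over the list alone. The list's median log2 ratio was -1.31 and it shifted downward by camera with the preset correlation (adjusted p = 0.00467, adjusted p = 0.647 with an estimated correlation). Without replicate 3 the median was -0.82 and DptB had -0.80, and by the ratio of mean signals DptB had -1.01 and Def -0.79. Of 12 genes of the Toll pathway, 4 had an unadjusted p under 0.05 and a negative ratio: Spn88Eb (-1.07, standard error 0.38, and -1.62 without replicate 1), the serpin gene nec (-0.62, standard error 0.16), the protease gene SPE (-0.48, standard error 0.14) and the receptor gene Tl (-0.34, standard error 0.13), which was chosen after its values were seen. None passed when adjusted over the list alone. The Toll list had a median of -0.36 (camera adjusted p = 0.00467, adjusted p = 0.647 with an estimated correlation), and of -0.165 without replicate 1 (adjusted p = 0.0199). Its medians in pairs 1 to 3 were -0.394, -0.133 and -0.205, against -0.211, -0.083 and 0.054 over all probe sets. Of 14 Imd pathway and peptidoglycan recognition genes, PGRP-SC2 and Rel had an unadjusted p under 0.05, and the list did not shift (camera adjusted p = 0.733). Without replicate 3 the adjusted p of both the antimicrobial and the Toll list was 0.213. With the arrays of replicate 1 as a batch, a fit chosen after seeing the data, it was 0.0421 and 0.00598.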

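CG16772 of Table 2 had signals of 715, 745 and 709 in exposed pools 1 to 3 and 1437, 1214 and 1297 in unexposed pools 1 to 3, so that every exposed pool was below every unexposed pool. Sid (CG9989), below the signal filter, was also lower in 3 of 3 pairs, at a log2 ratio of -1.02 (standard error 0.22, adjusted p = 0.92 from limma with no filter). It was -0.65 with 32 added to every signal and -0.66 with signals under 50 set to 50, and in pair 1 its signals of 38.7 and 63.3 lay below the medians of the foreign control probe sets, 80.1 and 81. CG13947 had ratios of 0.90, -0.36 and -0.65 in pairs 1 to 3, with a mean of -0.04 that became 0.07 after median centring, and CG10947 had -0.51, -0.11 and 0.26.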

The functions of the remaining 6 genes are not known. Decreased expression of some immune response genes was supported by Real-time PCR (Table 3); however *CG4757 *was the only down-regulated gene with a statistically significant difference in expression levels between the two treatments (See Methods). Given the general trend for immunity gene expression to be less abundant in courting males (Table 2) and previous observations indicating that mated males have decreased immunity [38], I hypothesize that a general but non-specific decrease in levels of immune response genes occurs in courting males.

**Table 6:** Predicted functions of down-regulated genes

**Gene identifier**	**Gene name**	**Location**	**GO molecular function**	**GO biological process**	**Immune response**
CG6639		36C9	chymotrypsin activity	proteolysis	y
CG4740	*AttC*	50A3	unknown	antibacterial humoral response	y
CG18372	*AttB*	51C1	unknown	antibacterial humoral response	y
CG10146	*AttA*	51C1	unknown	antibacterial humoral response	y
CG4757		86D5	carboxylesterase	unknown	y
CG15066	*IM23*	55C4	unknown	antibacterial humoral response	y
CG8175	*Mtk*	52A1	unknown	antibacterial/antifungal humoral response	y
CG1367	*CecA2*	99E2	unknown	antibacterial humoral response	y
CG13422		57A4	glucosidase	antibacterial defense response	y
CG10810	*Drs*	63D2	ion channel inhibitor	antibacterial/antifungal humoral response	y
CG10816	*Dro*	51C1	unknown	antibacterial humoral response	y
CG18563		36C9	trypsin activity	proteolysis	y
CG1365	*CecA1*	99E2	unknown	antibacterial humoral response	y
CG6687		88E3	serine-type endopeptidase inhibitor; ATP synthase	ATP synthesis coupled protein transport; proteolysis	y
CG18108	*IM1*	55C4	unknown	defense response	y
CG9989		98E1	unknown	unknown	n
CG5550		53D10	receptor binding	defense response	y
CG2217		99F3-4	unknown	unknown	n
CG15065		55C4	unknown	unknown	y
CG14745	*PGRP-SC2*	44E2	peptidoglycan binding	defense response	y
CG9434	*Fst*	85E2	unknown	response to cold	y
CG2042		39D1	unknown	unknown	n
CG16772		38A8	unknown	unknown	n
CG13947		21E2	unknown	unknown	n
CG18279	*IM10*	50A5	unknown	antibacterial humoral response	y
CG13482		70D5	unknown	unknown	y
CG18106	*IM2*	55C4	unknown	defense response	y
CG11992	*Rel*	85C3	transcription factor	defense response	y
CG16844	*IM3*	55C4	unknown	antibacterial humoral response	y
CG15231	*IM4*	57B3	unknown	defense response	y
CG18067		57A5	unknown	unknown	y
CG10332/IM18		59F4	unknown	defense response	y
CG10947		38C6	unknown	unknown	n

Twenty-seven of the 33 down-regulated genes likely function in the immune response. *CG15065 *is closely related to *IM2*. 

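Of 6927 genes tested by their brightest probe set, 39 belong to the union of the antimicrobial peptide, Bomanin, Toll and Imd lists. At an unadjusted p under 0.001 from limma the genes called lower numbered 1, Ir7c, which is not among the 39 (Fisher's exact test, two-sided p = 1). Without replicate 1, 1 of 5 lower genes was immune, Spn88Eb (Fisher's exact test, p = 0.0278). By Cyber-T on log2 signals, an alternative for this test chosen after seeing the data, 5 of 9 lower genes were immune: AttD, BomS5, Def, Drs and PGRP-SC2 (Fisher's exact test, p = 5.38e-10). Fisher's test takes genes as independent, while camera estimated a correlation of 0.316 between the antimicrobial peptide genes, so this p may be far too small.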

Immune responsive genes are overrepresented in this data set (p = 3.163 × 10^-32^, Fisher's Exact Test).

## Discussion

These findings indicate that short-term social interactions between flies can lead to rapid genetic responses. Two recent reports support the possibility of rapid changes in mRNA abundance, even within a 5-min interval. Yeast increases expression of approximately 2500 genes within 6 min of a change in environmental conditions [39]. Such rapid changes in mRNA abundance are not limited to single-celled organisms with small genes. The cichlid fish *Astatotilapia burtoni *can ascend to social dominance within minutes of being provided with environmental conditions that effect this change [40]. The transcription factor *egr-1 *is rapidly induced in the brains of these fishes within a similarly short timeframe and may regulate genes that mediate long-term physiological effects of social dominance [40]. Other studies have shown that longer periods of behavioral stimulation can lead to changes in gene expression [41,42], some of which are detected even 24 hr post-exposure [6,43,44].

How are rapid changes in gene expression regulated? It is likely that transcriptional as well as post-transcriptional mechanisms are involved. In the case of stationary phase yeast, RNA Pol II appears to be located at the promoters for genes that are rapidly induced by changes in environmental conditions [39]. For metazoans such as flies, a similar regulatory mechanism can be used [Reviewed in [45]]. RNA Pol II pauses on the *hsp70 *promoter prior to heat-shock induction [46], and heat shock induces *hsp70 *expression within 30–60 sec [47]. Heat shock also rapidly inhibits transcription of the histone *H1 *gene [47].

Another possibility is that the increases or decreases in transcript abundance are due to post-transcriptional controls. Cells may respond to environmental stimuli by altering degradation patterns of specific transcripts, increasing or decreasing them as needed. Post-translational regulation of proteins via phosphorylation, for instance, may also account for part of the rapid response. *Drosophila* immune response genes are induced rapidly after a pathogen assault via post-translational activation of NF-κB transcription factors [See ref [48]].

I identified a set of 43 loci with immediate alterations in mRNA abundance in male flies as a consequence of 5-min courtship interactions. Four of 10 up-regulated genes were retested and verified by Real-time PCR [Tables 3 and 4]. The up-regulated genes are involved in processes likely to be important for mating and reproduction such as neurotransmission (*CG1732 *and *Obp99b*) and spermatogenesis (*lectin-24Db *and *lectin-28C*). The three lectin genes are unique at the nucleotide level, so cross hybridization is unlikely to account for the fact that these genes were identified in my analysis. Lectin-24Db and Lectin-28C are possible paralogs of the accessory gland protein Acp29Ab [49] that is transferred to females via the male ejaculate. Male flies, once they encounter a potential mate, may prepare to increase sperm and Acp production in anticipation of an imminent mating that will deplete ejaculate components.

None of the up-regulated candidates are known to interact with one another genetically or via protein-protein interactions, although 3 of the genes (*CG13155*, *CG7738*, *lectin-33a*) have predicted interaction partners from a yeast two-hybrid screen [50]. Only *CG6128 *has available alleles within the gene; both are P-element insertions within a very large upstream intron. Animals homozygous for the insertions are viable and fertile, which likely indicates that the insertions do not affect gene function.

Some of the candidates with increased expression are enriched in adult head tissue [51]. As expected from previously reported results [22], *fit *and *Obp99b *are enriched in head tissue but not in the brain [51]. *CG1732 *is expressed in the adult head (including the brain) and male accessory glands. Intriguingly, *CG1732 *is also enriched in larval fat body. *CG7738 *is enriched in the head, while *CG33060 *is expressed in the testis [51]. These expression patterns are consistent with my hypothesis that the candidates regulate reproductive behavior or sperm production.

Of particular interest from this study are the two previously identified targets of the *Drosophila* sex-determination hierarchy, *Obp99b *and *fit*, which are sex-specifically expressed. The sex-determination genes control somatic sexual differentiation and sex-specific reproductive behaviors [Reviewed in [15]] and are expressed during development as well as in adult flies. *Sxl *regulates splicing of *tra*, which together with *tra-2*, directs sex-specific splicing of transcripts for *fru *and *dsx*. *fru *and *dsx *encode transcriptional activator proteins [52,53], but only a small number of targets for these factors have been identified [18-25]. *fru *is the major regulator of male sexual behavior [16] and directs male-specific neuronal development by regulating apoptosis as well as differentiation of neuronal processes [27,29,54]. Fru neuron function also is required in the adult male for numerous reproductive behaviors [28].

*Sxl*, *tra *and *tra-2 *regulate expression of *Obp99b *so that it is present at high levels only in males [22]. Loss-of-function mutations in *Obp99b *have not been reported, but females over expressing *Obp99b *do not mate at wild-type frequency [22], possibly indicating that *Obp99b *has a behavioral function.

The second sex-determination target identified in this experiment, *fit*, is enriched in female heads in the fat body surrounding the brain and is regulated by the sex-determination gene *Sxl *but does not require *tra *or *tra-2 *function [20]; potential regulation of *fit *expression in males by the sex-determination hierarchy has not been examined. *fit *expression varies depending upon the genetic background; it is expressed at low levels in males of the *w*^1118 ^and *tra-2/CyO *genotypes but is undetectable in *Oregon-R *[22]. Levels of *fit *are elevated 2 hrs post mating (G.E.C. and L.L. Ellis, unpublished results). However, two hours after a courtship exposure, males that do not mate have *fit *levels similar to those of unexposed animals (G.E.C. and L.L. Ellis, unpublished results).

Interestingly, *fit*, *Obp99b*, and a third sex-determination target gene, *takeout*, are expressed in the fat body cells surrounding the adult brain [21,22], and *Obp99b *and *takeout *are expressed in the chemosensory systems of both sexes [21,55]. *takeout *has a known role in reproductive behavior; feminization of male *takeout*-expressing cells results in reduced courtship [21], and over expression of *Obp99b *in females affects their latency to copulation [22]. My Real-time PCR results indicate that a male-enriched *takeout*-related gene, *CG5867 *[21], is also up regulated in courting males compared to unexposed males (data not shown). Together, these results suggest that *Obp99b *and *fit *also function in male reproduction and support previous work indicating that gene expression in the fat body of the head may have important functions in sex-specific reproductive behavior and physiology [21,22]. The fact that I identified at least two sex-determination target genes indicates that the expression changes are not simply due to differences in male activity levels.

I also report that 27 of 33 down-regulated genes are implicated in the innate immune response of flies. However, I was able to verify only a small number of the changes using independent samples (Table 3), and only one gene, *CG4757*, showed a statistically significant decrease in expression in courtship-exposed males (See Methods). While the trend indicates a general decrease in the transcript levels of immune response genes as a consequence of courtship interactions, the genes involved appear to be widely variable. Some down-regulated immunity genes are located at adjacent chromosome regions, possibly indicating that they are co-regulated. 

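In the Bomanin group, which encodes short peptides secreted on infection, BomS5 (CG15065) had a log2 ratio of -0.60 (standard error 0.18) and BomS2 (IM2) had -0.24 (standard error 0.12), and both were lower in 3 of 3 pairs with an adjusted p of 0.905 from limma. After median centring BomS2 had -0.14. BomT2 had -0.11 (standard error 0.12) and BomT3 -0.14 (standard error 0.19), and neither passed. Over the 6 genes tested of 14 listed, the median was -0.12, and between -0.191 and -0.07 when 1 replicate was left out. These 6 did not shift by camera (adjusted p = 0.18). IM1, IM3 and IM23 of Table 2 have no probe set of their own here, so these values do not cover them. The protease gene CG18563 had ratios of 0.66, -0.59 and -1.13 in pairs 1 to 3.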

There are groups of immune genes at chromosome location 36C9 (*CG6639*, *CG18563*), 51C1 (*AttA*, *AttB*, *Dro*), 55C4 (*IM1*, *IM2*, *IM3*, *IM23*, *CG15065*) and 99E2 (*CecA1*, *CecA2*). The 55C region contains a head-specific cluster of co-regulated gene products [56]. The immune genes at 51C1, 55C4 and 99E2 share sequence similarity (as do *AttA *and *AttB *with *AttC*), so partial cross-hybridization to probe sets may account for correlations among hybridization signals.

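For the 8 immune genes whose mean log2 ratio in pairs 2 and 3 was below -1 (Drs, Mtk, DptB, PGRP-SC2, Spn88Eb, Def, AttD and CG4757; a group chosen after seeing the data), the mean log2 signal was 11.12, 9.39 and 8.61 in exposed pools 1 to 3 and 11.54, 10.69 and 10.87 in unexposed pools 1 to 3. The Mtk signal was 6853, 2322 and 609 in exposed pools against 7989, 6233 and 4308 in unexposed pools. Spn88Eb had 1393, 488 and 416 against 1363, 1529 and 1254. In pair 1, whose arrays stood apart from the others in RNA controls, the exposed and unexposed pools had a mean log2 ratio of -0.42, against -1.77 in the mean of pairs 2 and 3. AttD was the exception, with -1.53 in pair 1 and -1.48 in the mean of pairs 2 and 3. The 8 genes were chosen by their ratios in pairs 2 and 3, so a smaller fall in pair 1 could follow from that choice alone.

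**Figure D3:**
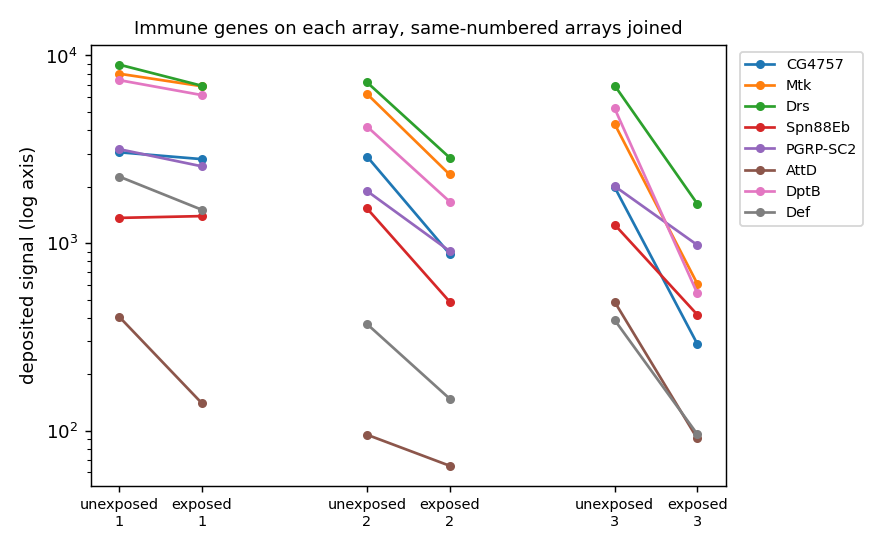
Deposited signal on a log axis of 8 immune genes on the 6 arrays, with lines joining the unexposed and exposed array of the same number. Mtk is at 6233 and 2322 in pair 2, at 4308 and 609 in pair 3, and at 7989 and 6853 in pair 1.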

One possibility is that the immune system is not down regulated in this behavioral paradigm, and the assays are simply capturing a snapshot of the natural variation in immune response gene expression. An alternative hypothesis is that there is more than one way to rapidly down regulate the energetically costly immune response system. In this scenario, the specific genes are unimportant as long as resources previously spent bolstering the immune response are directed toward ensuring reproductive success. Since earlier work showed that mated males have decreased immunity that is correlated with the number of matings [38], it is plausible that males begin down-regulating immune response genes once mating appears likely. It is worth noting that antimicrobial peptides, similarly to *Obp99b *and *fit*, are produced in the fat body, indicating that regulation of fat-body enriched transcripts throughout the body may play an important role in reproductive success.

Two other groups assayed the female genetic response to male courtship [30] or mating [30,31]. Somewhat surprisingly, both groups found that *fit *expression is increased in mated females [30,31]. In contrast to my results in males in which I find that immune response genes are generally down regulated, both groups observed increased expression of immune response loci in mated females [30,31].

## Conclusion

I found that flies can rapidly alter gene expression patterns in the context of social interactions that occur during reproduction. Such changes in mRNA abundance are likely significant to individual reproductive success. Since the present experiment measured changes occurring in the entire male body, I likely missed many subtle changes such as those occurring in the central nervous system (CNS) or other tissues in only a small number of cells. Future experiments will be designed to identify additional potential candidates in the CNS as well as to differentiate between genes that are specific to reproductive behavior and those involved in more general social interactions among flies.

## Methods

### Affymetrix Microarrays

I collected virgin, wild-type *Canton-S *males and females and aged them at 25° in groups of 20 or fewer flies. Males were transferred individually to new vials on day 3. On day 4 a single female was aspirated into a vial containing a single male, and the pairs were observed for 5 min at 22°. Males for the unexposed treatment were mock aspirated.

Thirty-five percent of the males displayed robust courtship without mating (these animals were collected for RNA preparation), and 36% mated within the 5 min observation period. The remaining males (29%) generally performed at least early courtship behaviors but did not attempt copulation. Males who demonstrated robust courtship toward the females (following, wing extension, copulation attempts) were collected, quick-frozen and stored at -80° for later RNA extraction. Only males who did not copulate during this 5-min window were collected. The time from completion of courtship to freezing was less than one minute for all samples.

Males were randomly pooled in groups of approximately 12 individuals, and total RNA was extracted in Trizol reagent (Invitrogen) following standard protocols. Control samples consisted of males that were treated identically except that they were not exposed to a courtship object. All collections and assays were performed at the same time each day to avoid circadian effects on gene expression.

Three RNA samples from males that courted females and three RNA samples from unexposed males were used to probe *Drosophila* Genome Arrays (Affymetrix version 1, based upon Berkeley *Drosophila* Genome Project v4.0) for a total of six arrays. RNA labeling and hybridization using standard Affymetrix protocols were performed at the University of Kentucky MicroArray Core Facility or at the Texas A&M University Department of Biology Core Facility.

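The arrays fell into 2 groups by their signals. Log2 signals of exposed 1 and unexposed 1 had a Pearson r of 0.91 with each other and of 0.59 to 0.68 with the other 4 arrays, which had 0.97 to 0.98 among themselves. Drosophila control transcripts probed at both ends were compared as well. The 3' signal of GAPDH over its 5' signal was 5.8 on exposed 1 and 1.93 on unexposed 1, against 1.3 to 1.52 on the others, and for actin it was 17.8 and 5.79 against 2.19 to 2.36. For eIF4a it was 11.3 on exposed 1 and 2 on unexposed 1, against 1.65 to 1.95, so that unexposed 1 differed little from the others by this control. The median signal of bacterial, yeast and mouse control probe sets was 80.1 and 81 on the arrays of replicate 1 and between 22.9 and 31.3 on the others. The standard deviation of the log2 ratios between paired arrays was 0.85 in pair 1, 0.31 in pair 2 and 0.33 in pair 3. Which arrays were made at which facility is not given in the sources used here.

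**Figure D4:**
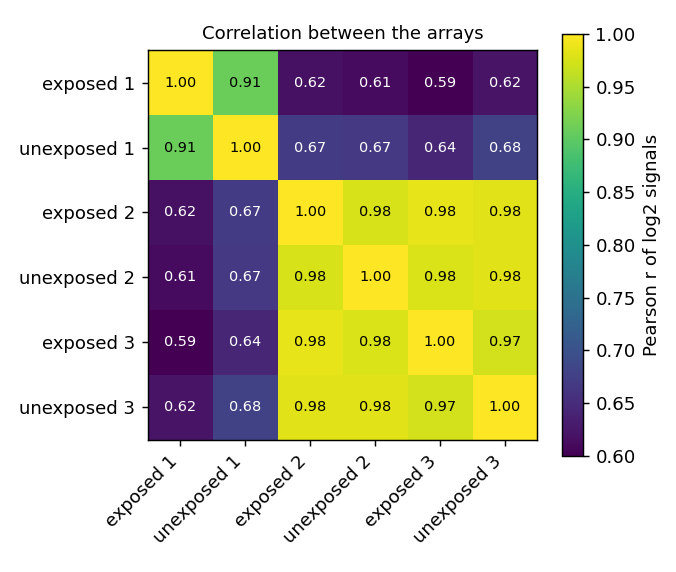
Pearson correlation of log2 signals between each pair of the 6 arrays over 8251 probe sets. Exposed 1 and unexposed 1 correlate at 0.91 with each other and at 0.59 to 0.68 with the other arrays.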

The statistical analysis of the six arrays (three experimental and three control) roughly followed that of Lawniczak and Begun [30]. Expression values were calculated by using three different methods: the method implemented in the GCOS software package (Affymetrix), the PM-only method of dChip [57] and the PM-MM method of dChip [57]. PM refers to a perfect match between the probe sequence and the *Drosophila* reference sequence, while MM (mismatch) refers to a single nucleotide difference between the probe and reference sequence that should affect RNA hybridization to the probe.

Each of these three sets of expression values was then analyzed separately with the Bayesian t-test implemented in Cyber-T [58]. In this experiment, groups of experimental and control animals were collected and analyzed in parallel, so I used Cyber-T's paired t-test option to test the null hypotheses of no change in expression level between exposed and unexposed males for each transcript represented on the microarray. For a transcript to be included in the analysis, I required it to display an expression value of at least 100 on at least three of the six experimental and control arrays. Following Lawniczak and Begun [30], I used p < 0.001 as a significance threshold to reject the null hypothesis. In general, I considered a transcript to exhibit a significant change in expression level only if it fulfilled these analysis criteria in at least two of the three separate statistical analyses (i.e., GCOS, dChipPM-MM, dChipPM-only). See Lawniczak and Begun [30] for a much more detailed discussion of this approach.

### Real-time PCR

To validate the microarray results, the Superscript 1^st ^Strand Synthesis Kit (Invitrogen) was used to prepare cDNA from independently obtained RNA samples (3 independent experimental and 3 independent control preparations) as well as from two sets of samples used for microarray analyses. I did not have sufficient RNA remaining from the third array sample to use for cDNA preparation.

cDNA preparations were diluted 1:15, and 1.5 ul was used in each reaction for Real-time PCR using the SYBR Green PCR Mastermix (Applied Biosystems) essentially as described previously [59]. Reactions were performed in the ABI7700 (Applied Biosystems) using the default run parameters.

I chose five up-regulated candidates for validation; however, only four of the primer pairs generated gene-specific amplification products (*CG1732*, *fit*, *Obp99b*, and *lectin-28C*). Since most of the 33 down-regulated candidates are implicated in immune signaling, I chose a smaller number of candidates for PCR validation. I selected 9 genes that are not closely linked and are either uncharacterized or are known targets of each of the two major immune signaling gene cascades. Since Real-time PCR validated few of the down-regulated immune candidates, I did not continue to test additional genes from this group.

*rp49 *primers were used in control amplification reactions for normalizing the amount of cDNA in each preparation [59]. The Relative Standard Curve Method (Applied Biosystems) was used to determine relative levels of RNA for each sample. Values from female-exposed males were normalized to unexposed males to derive an average fold change in expression.

Each experiment included control reactions for each primer pair to test for amplification specificity in the presence or absence of template. A melting curve analysis was performed at the end of each run to test for primer specificity. As a second test for presence of the correct product, selected reactions were electrophoresed on agarose gels to view PCR amplification products.

I calculated the fold change for the Genechip hybridization samples independently from the three samples that were used only for Real-time PCR confirmation. All of the up-regulated genes tested had the expected directional increase. I grouped the 5 sets of samples together for statistical analysis in order to increase the sample size for the comparisons and performed a two-tailed t-test. Levels of *fit*, *Obp99b*, and *lectin-33a *and are significantly different (p < 0.05) between the unexposed and exposed treatments, and all 3 genes are up regulated by courtship exposure. While the levels of *CG1732 *and *lectin-28C *are consistently higher in courtship-exposed males compared to mock-exposed males, the two treatments are not statistically different from one another. I attribute this finding to the small sample size and the variation in the absolute levels of transcripts among the different samples for a particular treatment. The levels of one down-regulated gene, *CG4757*, are significantly different (p < 0.05) between the exposed and unexposed males.

## Authors' contributions

GEC conceived and executed the experiments, participated in the data analysis and wrote the manuscript.

## References

[B1] Sokolowski MB (2001). Drosophila: Genetics meets behavior. Nat Rev Genet.

[B2] Ben-Shahar Y, Robichon A, Sokolowski MB, Robinson GE (2002). Influence of gene action across different time scales on behavior. Science.

[B3] Ceriani MF, Hogenesch JB, Yanovsky M, Panda S, Straume M, Kay SA (2002). Genome-wide expression analysis in Drosophila reveals genes controlling circadian behavior. J Neurosci.

[B4] Toma DP, White KP, Hirsch J, Greenspan RJ (2002). Identification of genes involved in *Drosophila melanogaster *geotaxis, a complex behavioral trait. Nat Genet.

[B5] Anholt RRH, Dilda CL, Chang S, Fanara J-J, Kulkarni NH, Ganguly I, Rollmann SM, Kamdar KP, Mackay TFC (2003). The genetic architecture of odor-guided behavior in Drosophila: epistasis and the transcriptome. Nat Genet.

[B6] Dubnau J, Chiang A-S, Grady L, Barditch J, Gossweiler S, McNeil J, Smith P, Buldoc F, Scott R, Certa U, Broger C, Tully T (2003). The *staufen/pumilio *pathway is involved in Drosophila long-term memory. Curr Biol.

[B7] Grozinger CM, Sharabash NM, Whitfield CW, Robinson GE (2003). Pheromone-mediated gene expression in the honey bee brain. Proc Natl Acad Sci U S A.

[B8] Aubin-Horth N, Landry CR, Letcher BH, Hofmann HA (2005). Alternative life histories shape brain gene expression profiles in males of the same population. Proc R Soc B.

[B9] Mackay TFC, Heinsohn SL, Lyman RF, Moehring AJ, Morgan TJ, Rollmann SM (2005). Genetics and genomics of Drosophila mating behavior. Proc Natl Acad Sci USA.

[B10] Perrimon N, Mathey-Prevot B (2007). Applications of high-throughput RNA interface screens to problems in cell and developmental biology. Genetics.

[B11] Dietzl G, Chen D, Schnorrer F, Su K-C, Barinova Y, Fellner M, Gasser B, Kinsey K, Oppel S, Scheiblauer S, Couto A, Marra V, Keleman K, Dickson BJ (2007). A genome-wide transgenic RNAi library for conditional gene inactivation in Drosophila. Nature.

[B12] Greenspan RJ, Ferveur J-F (2000). Courtship in *Drosophila*. Ann Rev Genet.

[B13] Billeter J-C, Goodwin SF, O'Dell KMC (2002). Genes mediating sex-specific behaviors in *Drosophila*. Adv Genet.

[B14] Dukas R (2004). Male fruit flies learn to avoid interspecific courtship. Behav Ecol.

[B15] Cline TW, Meyer BJ (1996). Vive le difference: males vs females in flies vs worms. Ann Rev Genet.

[B16] Baker BS, Taylor BJ, Hall JC (2001). Are complex behaviors specified by dedicated regulatory genes? Reasoning from *Drosophila*. Cell.

[B17] Christiansen AE, Keisman EL, Ahmad SM, Baker BS (2002). Sex comes in from the cold: the integration of sex and pattern. Trends Genet.

[B18] Burtis KC, Coschigano KT, Baker BS, Wensink PC (1991). The Doublesex proteins of *Drosophila melanogaster *bind directly to a sex-specific yolk protein gene enhancer. EMBO J.

[B19] Cann MJ, Chung E, Levin R (2000). A new family of adenylyl cyclase genes in the male germline of *Drosophila melanogaster*. Dev Genes Evol.

[B20] Kopp IA, Carroll SB (2000). Genetic control and evolution of sexually dimorphic characters in *Drosophila*. Nature.

[B21] Dauwalder B, Tsujimoto S, Moss J, Mattox W (2002). The *Drosophila takeout *gene is regulated by the sex determination pathway and affects male courtship behavior. Genes Dev.

[B22] Fujii S, Amrein H (2002). Genes expressed in the *Drosophila *head reveal a role for fat cells in sex-specific physiology. EMBO J.

[B23] Bray S, Amrein H (2003). A putative Drosophila pheromone receptor expressed in male-specific taste neurons is required for efficient courtship. Neuron.

[B24] Drapeau MD, Radovic A, Wittkopp PJ, Long AD (2003). A gene necessary for normal male courtship, yellow, acts downstream of *fruitless *in the *Drosophila melanogaster *larval brain. J Neurobiol.

[B25] Arbeitman MN, Fleming AA, Siegal ML, Null BH, Baker BS (2004). A genomic analysis of *Drosophila *somatic sexual differentiation and its regulation. Development.

[B26] Demir E, Dickson BJ (2005). *fruitless *specifies male courtship behavior in *Drosophila*. Cell.

[B27] Kimura K-I, Ote M, Tazawa T, Yamamoto D (2005). Fruitless specifies sexually dimorphic neural circuitry in the Drosophila brain. Nature.

[B28] Manoli DS, Foss M, Villella A, Taylor BJ, Hall JC, Baker BS (2005). Male specific *fruitless *specifies the neural substrates of *Drosophila *courtship behaviour. Nature.

[B29] Stockinger P, Kvitsiani D, Rotkopf S, Tirian L, Dickson BJ (2005). Neural circuitry that governs *Drosophila *male courtship behavior. Cell.

[B30] Lawniczak MKN, Begun DJ (2004). A genome-wide analysis of courting and mating responses in *Drosophila melanogaster *females. Genome.

[B31] McGraw LA, Gibson G, Clark AG, Wolfner MF (2004). Genes regulated by mating, sperm, or seminal proteins in mated female *Drosophila melanogaster*. Curr Biol.

[B32] Rützler M, Zwiebel LJ (2005). Molecular biology of insect olfaction: recent progress and conceptual models. J Comp Physiol A Neuroethol Sens Neural Behav Physiol.

[B33] De Gregorio E, Spellman PT, Rubin GM, Lemaitre B (2001). Genome-wide analysis of the Drosophila immune response by using oligonucleotide microarrays. Proc Natl Acad Sci USA.

[B34] Irving P, Troxler L, Heuer TS, Kopczynski C, Reichert J-M, Hoffmann JA, Hetru C (2001). A genome-wide analysis of immune responses in Drosophila. Proc Natl Acad Sci USA.

[B35] Boutros M, Agaisse H, Perrimon N (2002). Sequential activation of signaling pathways during innate immune responses in Drosophila. Dev Cell.

[B36] De Gregorio E, Spellman PT, Tzou P, Rubin GM, Lemaitre B (2002). The Toll and Imd pathways are the major regulators of the immune response in Drosophila. EMBO J.

[B37] Park JM, Brady H, Ruocco MG, Sun H, Williams D, Lee SJ, Kato T, Richards N, Chan K, Mercurio F, Karin M, Wasserman SA (2004). Targeting of TAK1 by the NF-kappa B protein Relish regulates the JNK-mediated immune response in Drosophila. Genes Dev.

[B38] McKean KA, Nunney L (2001). Increased sexual activity reduces male immune function in *Drosophila melanogaster*. Proc Natl Acad Sci USA.

[B39] Radonjic M, Andrau J-C, Lijnzaad P, Kemmeren P, Kockelkorn TTJP, van Leenen D, van Berkum NL, Holstege FCP (2005). Genome-wide analyses reveal RNA polymerase II located upstream of genes poised for rapid response upon *S. cerevisiae *stationary phase exit. Mol Cell.

[B40] Burmeister SS, Jarvis ED, Fernald RD (2005). Rapid behavioral and genomic responses to social opportunity. PLoS Biol.

[B41] Irwin LN (2001). Gene expression in the hippocampus of behaviorally stimulated rats: analysis by DNA microarray. Molec Brain Res.

[B42] Bradley KC, Boulware MB, Jiang H, Doerge RW, Meisel RL, Memelstein PG (2005). Changes in gene expression in the nucleus accumbens and striatum following sexual experience. Genes Brain Behav.

[B43] Cavallaro S, Schreurs BG, Zhao W, D'Agata V, Alkon DL (2001). Gene expression profiles during long-term memory consolidation. Eur J Neurosci.

[B44] Cavallaro S, D'Agata V, Manickam P, Dufour F, Alkon DL (2002). Memory-specific temporal profiles of gene expression in the hippocampus. Proc Natl Acad Sci USA.

[B45] Saunders A, Core LJ, Lis JT (2006). Breaking barriers to transcription elongation. Nat Rev Mol Cell Biol.

[B46] Gilmour DS, Lis JT (1986). RNA Polymerase II interacts with the promoter region of the noninduced *hsp70 *gene in *Drosophila melanogaster *cells. Mol Cell Biol.

[B47] O'Brien T, Lis JT (1993). Rapid changes in Drosophila transcription after an instantaneous heat shock. Mol Cell Biol.

[B48] Hoffmann JA (2003). The immune response of Drosophila. Nature.

[B49] Holloway AK, Begun DJ (2004). Molecular evolution and population genetics of duplicated accessory gland protein genes in Drosophila. Mol Biol Evol.

[B50] Giot L, Bader JS, Brouwer C, Chaudhari A, Kuang B, Li Y, Hao YL, Ooi CE, Godwin B, Vitols E, Vijayadamodar G, Pochart P, Machineni H, Welsh M, Kong Y, Zerhusen B, Malcolm R, Varrone Z, Collis A, Minto M, Burgess S, McDaniel L, Stimpson E, Spriggs F, Williams J, Neurath K, Ioime N, Agee M, Voss E, Furtak K, Renzulli R, Aanensen N, Carrolla S, Bickelhaupt E, Lazovatsky Y, DaSilva A, Zhong J, Stanyon CA, Finley RL, White KP, Braverman M, Jarvie T, Gold S, Leach M, Knight J, Shimkets RA, McKenna MP, Chant J, Rothberg JM (2003). A protein interaction map of *Drosophila melanogaster*. Science.

[B51] Chintapalli VR, Wang J, Dow JAT (2007). Using FlyAtlas to identify better Drosophila models of human disease. Nat Genet.

[B52] Erdman SE, Burtis KC (1993). The *Drosophila *doublesex proteins share a novel zinc finger related DNA binding domain. EMBO J.

[B53] Ryner LC, Goodwin SF, Castrillon DH, Anand A, Villella A, Baker BS, Hall JC, Taylor BJ, Wasserman SA (1996). Control of male sexual behavior and sexual orientation in *Drosophila *by the *fruitless *gene. Cell.

[B54] Billeter J-C, Villella A, Allendorfer JB, Dornan AJ, Richardson M, Gailey DA, Goodwin SA (2006). Isoform-specific control of male neuronal differentiation and behavior in Drosophila by the *fruitless *gene. Curr Biol.

[B55] Galindo K, Smith DP (2001). A large family of divergent Drosophila odorant-binding proteins expressed in gustatory and olfactory sensilla. Genetics.

[B56] Boutanaev AM, Kalmykova AI, Shevelyov, Nurminsky DI (2002). Large clusters of co-expressed genes in the Drosophila genome. Nature.

[B57] Li J, Wong L (2001). Emerging patterns and gene expression data. Genome Inform.

[B58] Baldi P, Long AD (2001). A Bayesian framework for the analysis of microarray expression data: regularized t-test and statistical inferences of gene changes. Bioinformatics.

[B59] Carney GE, Taylor BJ (2003). *logjam *encodes a predicted EMP24/GP25 protein that is required for *Drosophila *oviposition behavior. Genetics.

How the deposited data were processed for this re-analysis (not part of the article)

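RNA from 3 pools of courtship-exposed and 3 pools of unexposed males was measured on 6 one-colour arrays. The authors deposited 1 intensity value per probe set and array on a linear scale; the submitters' processing notes name GCOS 1.2, and the methods name GCOS, dChip PM-only and dChip PM-MM summaries. Which of these the deposited intensities hold, and their scaling target, are not given in the sources used here. The values include exact zeros on every array and the mean after trimming 2% at each end ranged from 271 to 301. The table has 14010 rows, of which 44 are control probe sets that were left out of every test.

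From these values, signals under 1 were set to 1, since a signal of 0 has no log, and log2 was taken with no further normalization; 128 of the 8251 probe sets tested had a signal under 1 on at least 1 array, 120 of them on exposed 1. Courtship-exposed and unexposed arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the replicate number as a block, after the study's filter of a signal of at least 100 on at least 3 of the 6 arrays. Thresholds were a Benjamini-Hochberg adjusted p under 0.05 and the study's unadjusted p under 0.001. The paper states that exposed and control groups were collected and analysed in parallel and used a paired test. As a check of the pairing, the deviations of same-numbered arrays from their group means correlated at 0.84, 0.76 and 0.78. The correlation was 0.814 between exposed 3 and unexposed 2 and 0.806 between exposed 2 and unexposed 3, which differ in number. All these values are carried by the distance of the replicate 1 arrays from the others. For replicates 2 and 3 alone, the differences between the 2 arrays of each treatment correlated at -0.33. The signals thus do not bear out the pairing of replicates 2 and 3 by number.

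Probe sets were named through the platform annotation, updated by Entrez ID with RefSeq gene names of Release 6: of the 14010 rows, 12444 are paired with 1 gene, 327 with several and 1239 with none here. A gene with several probe sets is given by its brightest one. The genes named in the text are those of the paper's tables with a probe set of their own, Jhbp14 (CG5867) and RpL32 (Rp49); genes past a threshold and lower or higher in all 3 pairs; and up to 4 members of each list described, a rule fixed before the data were examined, when the values in the paper's tables had been seen. Genes that were named beyond it are marked as chosen after their values were seen.

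Before the data were examined, 25 gene lists were written, of which 24 had at least 4 measured members. They were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation and with the rotation test fry. No list passed at an adjusted p under 0.05 with an estimated correlation. Fisher's exact test compared immune genes with all genes tested, and the correlation with the paper's real-time PCR values used exact permutation tests over 8 genes in SciPy 1.17.1, since 6 of the 14 genes are not analysed here. The study's Cyber-T test was written anew as a paired test with a window of 101 probe sets and 10 prior observations, settings that the paper's text does not name.

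The limma and Cyber-T code was tested on simulated arrays made from the real means of the 8251 probe sets. Of these, 100 were changed 2-fold and 100 were changed 4-fold. The spread of each pair was taken from the data and was the same for every probe set of that pair. Alternatives left out the block, each replicate or each array, changed the normalization, the filter, the treatment of low signals and the variance model, or used Cyber-T. After the data were seen, fits with the replicate 1 arrays as a batch and with replicates 2 and 3 alone were added. No genome coordinates are given, because the array design and the gene table follow different builds.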

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

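The tests of array scaling, signal compression, pool variation, 3' signal and foreign controls, and the limit of the splits to those that part all 3 pairs, were chosen only after the results were seen. Groups of 3 arrays were not tested for outliers.

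Ir7c, an ionotropic receptor gene that the paper does not discuss, had a log2 fold change of -0.953 at an unadjusted p under 0.001. Evenly spread p-values would put 8.25 of 8251 probe sets under that threshold, and 2 were found. In the simulation with the spread measured in each pair, limma called 0 unchanged probe sets there, so 8.25 need not be the number that chance gives. Ir7c passed it by Cyber-T on log2 signals, limma-trend, both rescalings, a filter on the mean signal, 32 added, a floor of 50 and both fits chosen after seeing the data. It did not pass with no replicate block, with no filter, by Cyber-T on untransformed signals or without any 1 replicate or array, although the ratio stayed between -0.988 and -0.887 without any 1 replicate. Its signals were 1270, 177 and 172 in exposed pools and 2693, 329 and 317 in unexposed pools, and its adjusted p was 0.905. Array scaling as the cause is argued against by both rescalings, under which the ratio nearest to 0 was -0.846 (standard error 0.13). Its signals on both replicate 1 arrays were over 1000, against 329 or less elsewhere, so what the probe set measures on those arrays stays open. The biological explanation, exposure to the female, stays open, and the choice of robustly courting males cannot be told apart from it.

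In the real grouping 2 probe sets were lower at an unadjusted p under 0.001. Of the 10 splits of 3 arrays against 3, 4 part all 3 pairs, too few for a share under 0.05; 1 of these 4, the real one, gave as many in one direction, and the highest other gave 1. At an unadjusted p under 0.05 from limma the real split gave 206 probe sets, and the others of these 4 gave 624, 122 and 174. Each of the others reverses 1 pair and keeps exposed against unexposed in the rest. They are thus not free of the treatment and cannot decide whether chance gave the real counts. For the antimicrobial peptide list, 2 of the 4, the real one included, gave a camera p as small as the real 0.00117, and the smallest other was 0.00028. The split with 0.00028 reverses pair 1 alone. It keeps the treatments in pairs 2 and 3, where the list's median log2 ratios were -1.32 and -2.09, against -0.265 in pair 1. Its p therefore does not show what chance alone gives. The other 6 splits part 1 pair each and come to 3 fits, which with the block compare the treatments within that pair and so are not counted.

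The second pattern is that 8 immune genes had a mean log2 ratio of -1.775 in pairs 2 and 3 and of -0.421 in pair 1. AttD was an exception, with -1.528 in pair 1 and -1.483 in pairs 2 and 3, and the other 7 had between -0.587 and 0.032 in pair 1. The 8 genes were chosen by their ratios in pairs 2 and 3, so a smaller fall in pair 1 could follow from that choice alone. The median log2 ratio of all probe sets in pair 1 was -0.211. Compression of bright signals on the replicate 1 arrays would need a slope of 0.237 between their log2 signals and those of replicates 2 and 3; over 1035 probe sets the lower of the 2 slopes was 1.106 (standard error 0.033), which argues against it; saturation of the few brightest signals alone was not tested. Variation between pools whatever the treatment stays open: in replicates 2 and 3 the treatments differed by 2.28 times the larger difference between 2 pools of one treatment, but with 2 arrays against 2 and genes picked for the pattern this decides nothing. An effect of the exposure that differs between pools also stays open and was not tested.

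The third pattern is the distance of both replicate 1 arrays from the other 4. The ratio of 3' to 5' signal was higher on both than on every other array for 3 of 3 control genes, in line with shorter labelled RNA; for eIF4a on unexposed 1 the excess was small, 2 against at most 1.95 on the others. The lower of their medians of foreign control probe sets was 2.56 times the highest of the others, in line with more non-specific signal. The tests do not separate these from each other or from labelling at another facility, and no biological explanation was tested.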

How the results depend on the processing

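The fits with the replicate 1 arrays as a batch, with replicates 2 and 3 only, and Cyber-T for Fisher's test were chosen after seeing the data. The median log2 ratio of all probe sets was -0.09, and median centring moved it to 0.02. Where a value moved, the cause was not tested unless fewer arrays or probe sets entered the test. The number lower at an unadjusted p under 0.001 was 2. It was 1 with no replicate block and with quantile normalization, and 3 with limma-trend. It was 4 with no filter, a filter on the mean signal, 32 added or a floor of 50. It was 21 and 22 with Cyber-T on log2 and untransformed signals, 5 with the array batch as the block and 22 with replicates 2 and 3 only. Leaving out arrays gave 0 to 13. The number higher was 0; it was 1 with no filter or the mean filter, 2 with replicates 2 and 3 only, and 0 to 1 when arrays were left out. At an adjusted p under 0.05 none was higher in any setting; the number lower was 0, against 1 and 7 with the 2 forms of Cyber-T, 3 with replicates 2 and 3 only and 0 to 2 when arrays were left out. With an estimated correlation the adjusted p of the lists called by camera was 0.647, and 0.653 for blood cell markers. Fry asks another question, since it tests a list against no change and not against other genes. By fry the adjusted p was 0.405 for the Table 1 list, 0.297 for the Table 2, Toll and sex-determination target lists and 0.321 for antimicrobial peptides. It was 0.772 for blood cell markers, 0.737 for odorant-binding proteins and 0.638 for P450 genes. Odorant-binding proteins lost the call with no replicate block (0.118), quantile normalization (0.1), median centring (0.0611) and the array batch as the block (0.0715), and blood cell markers with median centring (0.0748); the pairing changed no other list's call. Of single genes, Ir7c did not pass an unadjusted p under 0.001 with no replicate block, and the probe sets at an unadjusted p under 0.05 fell from 206 to 10. Leaving out a replicate gave 3.07e-12 to 0.0599 for the Table 1 list, 9.76e-06 to 0.213 for antimicrobial peptides, 0.00122 to 0.213 for Toll, 1.01e-05 to 0.423 for blood cell markers, 0.00291 to 0.878 for odorant-binding proteins, 9.2e-05 to 0.0827 for sex-determination targets, 0.000108 to 0.107 for P450 genes, 0.0481 to 0.87 for testis genes, 0.0123 to 0.796 for gut enzymes and 0.0438 to 0.989 for neurotransmitter genes. With replicates 2 and 3 only, activity-regulated (0.0474), gut (0.00876) and neurotransmitter genes (0.0421) passed, as did photoreceptor (0.0366) and neurotransmitter genes (0.0216) with no filter. Fisher's p for immune genes was 1. It was 5.38e-10 and 9.04e-11 with the 2 forms of Cyber-T and 0.0278 to 1 when replicates were left out. Without replicate 3 no gene was called lower, so its value was fixed beforehand. The correlation with PCR was 0.70 and fell short of the threshold within higher (0.877) and within lower genes (0.742), with fewer genes. Of 31 single genes, 24 kept their direction in the alternatives run for them (no block, 2 scalings, 2 treatments of low signals, Cyber-T, each replicate left out and other ways of averaging) and 7 did not: CG5550 was -0.064 with 32 added, -0.523 with the floor of 50 and -0.47 by the ratio of mean signals, as by Cyber-T on untransformed signals; CG18563 was 0.003 and CG13947 0.012 by that ratio, and CG13947 0.069 with median centring. Leaving out replicates gave -0.173 to 1.09 for CG34227, -0.173 to 1.227 for Gat, -0.063 to 0.596 for fit, -0.859 to 0.037 for CG18563, -0.784 to 1.121 for CG5550, -0.504 to 0.269 for CG13947 and -0.313 to 0.071 for CG10947. Each pool has 1 array, and the number of arrays and the spread of pair 1 (0.849, against 0.306 and 0.333 in pairs 2 and 3) limit the precision.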

Differences from the paper's values

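The paper reports 10 up-regulated and 33 down-regulated genes at an unadjusted p under 0.001 in at least 2 of its 3 summaries; in the single table used here limma gave 0 and 2 probe sets. Of the alternatives set before the data were examined, Cyber-T called 22 probe sets lower on untransformed and 21 on log2 signals, and the others called between 0 and 13. These are counts of probe sets and the paper's are counts of genes: of the 22, 8 are paired with 1 gene, 3 with several and 11 with none here, and 6 are genes of Table 2. Of the fits chosen after seeing the values, that with the array batch as the block called 5 lower and that with replicates 2 and 3 only called 22. The number higher was 0 or 1 under every alternative set before and 2 with replicates 2 and 3 only. Of the paper's genes, the 2 Cyber-T settings call CG4757, Mtk, Drs, BomS5, PGRP-SC2, Fst and CG16772; CG13155 and Spn88Eb pass without replicate 1; and CG16772 passes with limma-trend, with 32 added and with the floor of 50. Of fits chosen after seeing the values, that with the array batch as the block calls CG16772 and that with replicates 2 and 3 only calls CG16772, PGRP-SC2 and Spn88Eb.

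Of 25 genes compared, the fold differed from the paper's by more than the spread between pairs for 4 and in sign alone for 1, CG5550. This spread is the standard deviation of the log2 ratios of the pairs, so a small gap counts where pairs are alike. It was 0.013 for BomS2 and 0.027 for Bbd. For CG34227 it was 1.357, so a paper's fold of 2 against 1.24 here does not count as a difference. For CG4757 the paper's fold is -7.69 and the value here -2.90; it is within the spread for the mean of the 3 ratios (-3.74) and without replicate 1 (-4.74), and not under the other alternatives. For CG18563 the paper's fold is -3.28 and the value here -1.28; without replicate 1 (-1.81) it is within the spread, and not under the other alternatives. For CG5550 the paper's fold is -1.93 and the value here 1.36, of opposite sign but within the spread between pairs (2.127 on the log2 scale); it has the paper's sign with 32 added (-1.045), with signals under 50 set to 50 (-1.44), without replicate 1 (-1.72) and for the ratio of mean signals (-1.39), and not under the other alternatives. For BomS2 (IM2) the paper's fold is -1.42 and the value here -1.18, and for Bbd (CG18067) -1.27 and -1.17; both differ under every alternative.

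For immune genes among lower genes the paper's Fisher p is 3.163e-32, with its own list of immune genes, and the value here is 1, since 1 gene was called lower. It is 0.0278 without replicate 1 and 1 under the other alternatives set before the data were examined. With no replicate block and without replicate 3 no gene was called lower, so the test could give no other value there. With Cyber-T, chosen for this test after seeing the values, it is 5.38e-10 on log2 and 9.04e-11 on untransformed signals. Fisher's test takes genes as independent, which immune genes of one response need not be, so these p-values may be far too small. Of the 16 genes of Table 2 tested here, the 2 Cyber-T settings call 5 and 6 and drop the others. The paper states that most of its genes have p-values far under its threshold, and here none of the 21 genes tested passed that threshold by limma.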

Other observations

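Lists of reproductive and stress genes did not shift by camera. Over 15 accessory gland and ejaculatory duct genes the median log2 ratio was 0.00 (camera adjusted p = 0.271), and the sex peptide gene SP, a seminal protein that alters female behaviour, had -0.06 (standard error 0.12). Over 22 testis and sperm genes the median was -0.08 (adjusted p = 0.429). Heat shock genes (7, adjusted p = 0.449), among them Hsp68 at -0.78 (standard error 0.44), activity-regulated genes (7, adjusted p = 0.178) and clock genes (10, adjusted p = 0.1) did not shift. Jhbp14 (CG5867), a takeout relative that the paper reports as higher by real-time PCR, had log2 ratios of -0.26, 0.37 and 0.46 in pairs 1 to 3. RpL32 (Rp49), the PCR control gene, had -0.07 (standard error 0.12), beside a median of -0.09 over all probe sets.

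Cytochrome P450 genes ranked upward as a list of 31 (camera adjusted p = 0.000505; adjusted p = 0.647 with an estimated correlation), with a median of 0.03; without replicate 2 the adjusted p was 0.107 and the median -0.006. Of its members Cyp4e2 had 0.33 (standard error 0.14) and Cyp6a2 0.29 (standard error 0.14), each higher in 3 of 3 pairs. Blood cell markers ranked upward too (10 genes, adjusted p = 0.0359; adjusted p = 0.653 with an estimated correlation), with a median of 0.11. Their call was lost with median centring (0.0748), without replicate 2 (0.309) and without replicate 3 (0.423), where the median was -0.08. Their prophenoloxidase genes, enzymes of melanization made in crystal cells, had ratios of -0.57, 0.59 and 1.25 for PPO1 and -1.12, 0.59 and 1.48 for PPO2 in pairs 1 to 3, and the scavenger receptor gene Sr-CI had -0.06, 0.74 and 0.97; the collagen gene vkg had the ratio farthest from 0, -0.85 (standard error 0.74), from a signal of 38.8 on exposed 1 against 323 on unexposed 1. Photoreceptor genes (10, adjusted p = 0.149), neurotransmitter genes (11, adjusted p = 0.18), gut digestive enzymes (31, adjusted p = 0.126), sex-determination genes (6, adjusted p = 0.336), ovary and yolk genes (13, adjusted p = 0.456), fat body storage genes (8, adjusted p = 0.926), muscle genes (18, adjusted p = 0.998) and ribosomal protein genes (25, adjusted p = 0.962) did not shift; no Turandot gene passed the filter. The log2 ratios of pair 1 correlated across probe sets at 0.02 with pair 2 and 0.01 with pair 3, and those of pairs 2 and 3 at 0.14 with each other.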
